A study of Enchytraeus crypticus with 9 samples. Its data were reported in "Variation-preserving normalization unveils blind spots in gene expression profiling" (2017).

How the data were processed

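The dataset consisted of 9 single-colour arrays of a custom design, each hybridized with RNA labelled with Cy3 from a whole-body pool of 40 adult *Enchytraeus crypticus*. Groups and replicate numbers were taken from the labels of each array, which gave Control, UV Dose 1 and UV Dose 2 with replicates 1 to 3. A free-text label of the UV Dose 2 arrays names the other dose beside an energy of 8100 J/m², while their titles and treatment labels give UV Dose 2, and the latter were used. The authors extracted total RNA, amplified and labelled it with spike-in transcripts as positive controls, scanned the arrays, and quantified the spots with Agilent Feature Extraction 10.7.3.1. The deposited scanner files hold spot intensities on a linear scale, and the processed intensity used here is the one from which the authors' software had subtracted the background. No normalization between arrays had been applied to it. The authors' deposited table of the whole series holds the same processed intensity rounded to 3 significant digits, with a largest relative difference of 0.497% from the scanner files over 43750 probes, and it was used only as an alternative, fitted as deposited without normalization between arrays.

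Each array held 45167 spots, of which 43750 were gene probes with distinct names and 1417 were control spots. Probes were kept when the flag for a positive signal significantly above background was set on all 9 arrays, as in the study's methods, which left 27935. A further 79 with an outlier flag on any array were left out, so that 27856 were tested. These flags, and the flag for a signal well above background, were made by the authors' Feature Extraction software and were read from the deposited files. The smallest number of probes with the first flag was 29844 and the largest 39849 per array, both on Control arrays. The precision of every value is limited by the 3 arrays per group. The SD of the signal over negative-control spots was 18.8 on Control replicate 2 and 10.9 on Control replicate 1, and between 1.45 and 4.55 on the other arrays, so dim probes were measured less precisely on that pair. No array shared more than 0.00229% of its intensities with another, so none was a duplicate.

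Expression levels were log2 processed intensities, with no pseudocount since all tested values were positive. The main normalization was SVCD, rewritten in R 4.3.3 from the methods. It first normalizes the arrays of each group using all probes, trimming 1% of the probes by variance, then finds no-variation genes by an F test over the groups with a Kolmogorov-Smirnov test at the 0.001 level, and last scales the group averages using only those. Median, Quantile and MedianCD normalization, scaling to each array's 75th percentile, scaling to the spike-in transcripts within the linear range, and no normalization were alternatives. Differential expression was tested with limma 3.58.1 (lmFit and eBayes), with all 9 arrays in a single fit and group means as the only terms. Tests were two-sided, p values were adjusted by Benjamini-Hochberg within each comparison, and an adjusted p under 0.05 was called. An F test in the same fit asked for any difference among the groups. The balance of differential expression is the mean of +1 for each over-expressed and -1 for each under-expressed called probe. Group medians and spike-in levels were compared by exact permutation tests of 3 arrays against 3, whose smallest two-sided p is 0.1. There were 3 comparisons between groups in each family of exact tests, and their p values are given unadjusted because none could pass 0.05.

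A probe not well above background on any array of a group has only a bound there. Its fold change is given as at least N-fold, from the mean normalized log2 level of the brighter group against the mean, over the dimmer group's arrays, of the higher of the probe's own level and the lowest level among probes well above background on that array. On the tested list, 1269 probes were in this position in at least 1 group.

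The rule for named probes took, among called probes whose 3 treated arrays all lay on 1 side of the 3 Control arrays, the 2 largest rises and the 2 largest falls for each treatment, and 1 of each between the doses, where no probe was called. The design, this rule and the alternatives were chosen before the data were examined. The later additions were cyclic loess normalization, the slide as a block for results other than the counts of called probes against Control and between doses, normexp on the median signal, and, for the probes called in both treatments, the methods' t-test, the 6 arrays of each comparison, the trended and robust prior, the deposited table and the 1.5-fold minimum. The normexp alternative replaced a planned normexp on the mean signal, because the files used here hold no mean-signal column. The probe annotation in the files gives contig and read IDs without gene names, so the planned test of gene families was not run.

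The files give 4 slides and 2 scan days. Control replicate 1 was alone on slide 1, Control replicate 2 shared slide 2 with UV Dose 1 replicates 2 and 3, Control replicate 3 was alone on slide 3 and alone in its scan day, and slide 4 held UV Dose 1 replicate 1 and the 3 UV Dose 2 arrays. Slide was therefore tried as a fixed block and, by duplicateCorrelation with statmod 1.5.0, as a random block. Scan day was not tried, since the later day held 1 array.

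Whether the replicate numbers pair the arrays was checked from the correlation, across probes, of the deviations of same-numbered arrays from their group means. It was 0.21, 0.49 and 0.12 between UV Dose 1 and Control for replicates 1, 2 and 3. Between UV Dose 2 and Control it was 0.56, 0.28 and 0.29. By the limit of 0.1 the numbers were taken to pair the arrays in both comparisons. Between the doses it was 0.09, 0.19 and 0.03, so there they were not. The pairing rests on these values alone, since the labels give no shared batch. The main fit and the exact tests did not use the pairing. The fit with the replicate number as a block was an alternative.

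Further alternatives were normexp background correction with an offset of 50, a stricter filter to probes well above background on all 9 arrays, no filter on dim probes, outlier flags ignored, a fit to only the 6 arrays compared, a trended and robust prior in eBayes, a minimum change of 1.5-fold, the methods' t-test, and leaving out each array in turn. For the counts of probes detected in 1 group only, the flag for a positive and significant signal was the alternative, and for the spike-in transcripts normexp and the use of all 10 were.

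The pipeline was tested on simulated data. For UV Dose 1 against Control, 200 of 27856 simulated probes were changed by 2 on the log2 scale, of which 157 (78.5%) were recovered, with 9 false calls (5.42%) and a slope of 0.977 between fitted and true changes. In another simulation 30% of 27856 probes were raised by 1 in both UV groups. For UV Dose 1 against Control, the median log2 change of the unchanged probes was -0.02 after SVCD and -0.07 after MedianCD. It was -0.34 after Median and -0.31 after Quantile normalization. No probe was lowered, yet 115 were called under-expressed after SVCD, 143 after MedianCD, 236 after Median and 237 after Quantile normalization. Unchanged groups sharing the Control arrays were simulated 50 times with the spread of each probe, the same in the 3 groups. Further sets of 50, chosen after the data had been seen, scaled that spread to the root mean square SD of each group, or drew whole arrays as random mixtures of the group's own residual arrays. Other splits of the arrays were normalized anew and refitted. Where the search for no-variation genes did not settle, in 1 of 100 partitions of the 9 arrays and 8 of 84 choices of 3 arrays, Median normalization was used for that split.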

Results

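Gene expression was measured in *Enchytraeus crypticus*, a small soil annelid used in ecotoxicity tests, after 5 days in reconstituted water with or without UV radiation. The dataset held 9 single-colour arrays in 3 groups of 3, and each array received RNA from a separate pool of 40 adult worms. Control worms stayed under laboratory light, UV Dose 1 worms received a total of 7500 J/m² and UV Dose 2 worms received 8100 J/m². Each array carried 43750 gene probes, referred to as genes when no-variation genes are meant. The number of gene probes with a signal positive and significantly above background ranged from 29844 on Control replicate 2 to 39849 on Control replicate 3. Probes well above background, a stricter flag, ranged from 21285 to 31912 on the same pair of arrays. The filter on signal quality across the 9 arrays left 27856 gene probes (63.7%) for testing. No gene probe was saturated on any of the 9 arrays. Pearson correlations of the unnormalized log2 expression levels, computed across probes, were 0.946 to 0.974 between Control arrays, 0.967 to 0.987 between UV Dose 1 arrays and 0.977 to 0.988 between UV Dose 2 arrays. Pairs of arrays from different groups gave 0.944 to 0.986, so the groups did not separate by this measure. With 3 arrays per group, the number of arrays limits the precision of every value that follows.

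The first question was how much variation between conditions each normalization left in the data. SVCD normalization, which scales the group averages with no-variation genes only, removed offsets from -0.21 on Control replicate 1 to 0.22 on Control replicate 3 on the log2 scale. The median expression level it left was 5.78 ± 0.12 (SD, n = 3) in Control, 5.67 ± 0.04 (SD, n = 3) under UV Dose 1 and 5.61 ± 0.05 (SD, n = 3) under UV Dose 2. The difference of UV Dose 1 from Control was -0.12, with a two-sided exact permutation p of 0.2. The difference of UV Dose 2 from Control was -0.17, with an exact permutation p of 0.1, the smallest that 3 arrays against 3 allow, so no such difference could pass 0.05. Leaving out the filter on dim probes moved the UV Dose 1 difference most, to 0.15, and MedianCD normalization moved that of UV Dose 2 most, to -0.36. MedianCD normalization gave -0.37 for UV Dose 1, while Median and Quantile normalization set both to 0 by construction. SVCD normalization ended with 9461 no-variation genes (34.0% of the tested probes) and MedianCD normalization with 5920, of which 4368 were shared. Leaving out single arrays moved the SVCD number to between 3242, without UV Dose 2 replicate 1, and 21982, without UV Dose 1 replicate 3.

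**Figure D1:**
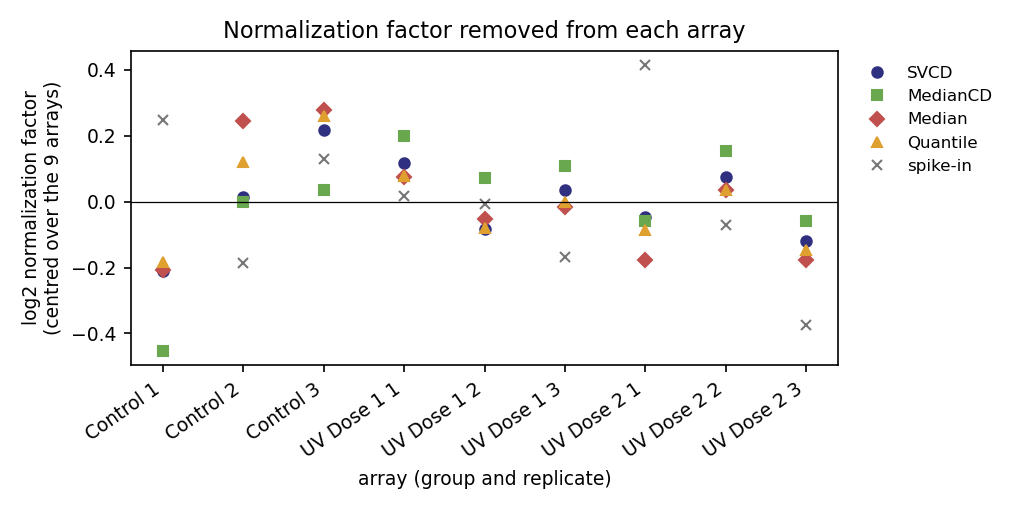
Normalization factor removed from each of the 9 arrays, as log2 offsets centred on their mean, for SVCD, MedianCD, Median and Quantile normalization and for scaling to the spike-in transcripts. SVCD offsets spanned 0.43 across the arrays and spike-in offsets 0.79, and MedianCD normalization gave its lowest offset, -0.45, to Control replicate 1.

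The spike-in transcripts, added by the authors as positive controls during labelling, gave a reference that did not rest on the worm's own RNA. Of the 10 transcripts, each printed in 32 spots, 8 lay within the linear range on all 9 arrays. Their mean log2 signal was 13.20 ± 0.22 (SD, n = 3) in Control, 13.08 ± 0.10 (SD, n = 3) under UV Dose 1 and 13.12 ± 0.40 (SD, n = 3) under UV Dose 2. The differences from Control were -0.12 for UV Dose 1 (exact permutation p 0.5) and -0.07 for UV Dose 2 (exact permutation p 0.8), both smaller than the SD of the Control arrays. From array to array the spike-in offsets did not follow those of SVCD normalization. They had opposite signs on 5 of the 9 arrays, such as Control replicate 1, with 0.25 for the spike-ins and -0.21 for SVCD normalization.

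The next comparison asked which probes changed expression under UV Dose 1. With limma after SVCD normalization, 1464 probes (5.26% of those tested) were differentially expressed against Control at an adjusted p under 0.05, and 5315 (19.1%) had an unadjusted p under 0.05. Of the 1464, 336 were over-expressed and 1128 were under-expressed, which is 23.0% over-expressed and a balance of -0.54, where +1 stands for over-expression only and -1 for under-expression only. The median absolute fold change was 2.36 (interquartile range 1.94 to 3.10), and 70.8% of the called probes changed more than 2-fold. Among the called probes, 44 were not well above background on any UV Dose 1 array and 4 on any Control array, and with these set to their bound the median was 2.35. The 3 UV Dose 1 arrays lay all above or all below the 3 Control arrays in each of the 1464 called probes. This follows largely from the selection, since the probes were called for their difference on the same arrays. Among all tested probes such a separation was found in 23.5%, where chance gives 10%. The alternative that moved the count most was the slide as a fixed block in the model, with 22 calls, 6 of them over-expressed. The slide as a random block gave 1493. Leaving out single arrays gave between 631 calls, without UV Dose 1 replicate 3, and 1047, without UV Dose 2 replicate 3.

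UV Dose 2 against Control gave 1389 differentially expressed probes in limma (4.99% of those tested), and 5218 (18.7%) had an unadjusted p under 0.05. Here 488 were over-expressed and 901 were under-expressed, 35.1% over-expressed with a balance of -0.30. The median absolute fold change was 2.38 (interquartile range 2.02 to 3.17), or 2.36 with the bound for the 38 called probes that were not well above background on any UV Dose 2 array and the 5 on no Control array, and 76.0% of the called probes changed more than 2-fold. The arrays of both groups lay fully apart in each of the 1389 called probes, which again follows largely from their selection. They lay fully apart in 24.6% of the tested probes, against 10% by chance. The slide as a fixed block left 0 calls in limma, with 2170 probes at an unadjusted p under 0.05, and the slide as a random block gave 585. All 3 UV Dose 2 arrays shared a slide with no Control array. The methods' t-test without the slide, adjusted by Benjamini-Hochberg, called 268 probes for UV Dose 2 and 150 for UV Dose 1. Leaving out single arrays gave between 452 calls for UV Dose 2, without its replicate 3, and 1331, without UV Dose 1 replicate 2.

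Slide 2 held Control replicate 2 and UV Dose 1 replicates 2 and 3, so the direction of change could be read there within a slide. Among 356 probes called in a fit of the other 2 Control arrays against the 3 UV Dose 2 arrays, 350 (98.3%) changed in the same direction on slide 2, against 64.2% of all tested probes. The median change on slide 2 was 1.68 on the log2 scale for the probes that rose elsewhere and -1.77 for those that fell.

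The share of over-expressed probes among the calls depended on the normalization. Every probe called both in a given alternative and with SVCD normalization had the same direction in both, which says little. All probes called after SVCD normalization changed by more than 1.5-fold, and the scalings shifted the changes by too little to turn them. MedianCD normalization called 2726 probes for UV Dose 1, of which 206 (7.56%) were over-expressed, and 2011 for UV Dose 2, of which 340 (16.9%) were over-expressed. Median normalization called 982 for UV Dose 1, with 378 (38.5%) over-expressed, and 1196 for UV Dose 2, with 717 (59.9%) over-expressed, so that the balance for UV Dose 2 reversed to 0.20. Quantile normalization gave 34.7% over-expressed of 1296 calls for UV Dose 1 and 46.5% of 1252 for UV Dose 2. Scaling each array to its 75th percentile gave 42.3% over-expressed of 947 calls and 47.2% of 1122. Cyclic loess normalization, chosen after the data had been seen, gave 32.8% of 1349 calls and 43.7% of 1351. Shares nearer to those of SVCD normalization came from spike-in scaling, with 23.3% of 283 calls and 29.9% of 318, and from no normalization, with 22.0% of 898 and 28.0% of 1008. The balance for UV Dose 1 was negative under each alternative tried. The median log2 change of all tested probes was -0.03 under UV Dose 1 and -0.04 under UV Dose 2 after SVCD normalization. It shifted to -0.28 and -0.23 after MedianCD normalization, to 0.09 and 0.14 after Median normalization and to 0.12 and 0.05 after scaling to the 75th percentile. With Control replicate 1 left out, the balance for UV Dose 2 also reversed, with 483 over-expressed and 356 under-expressed probes.

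**Figure D2:**
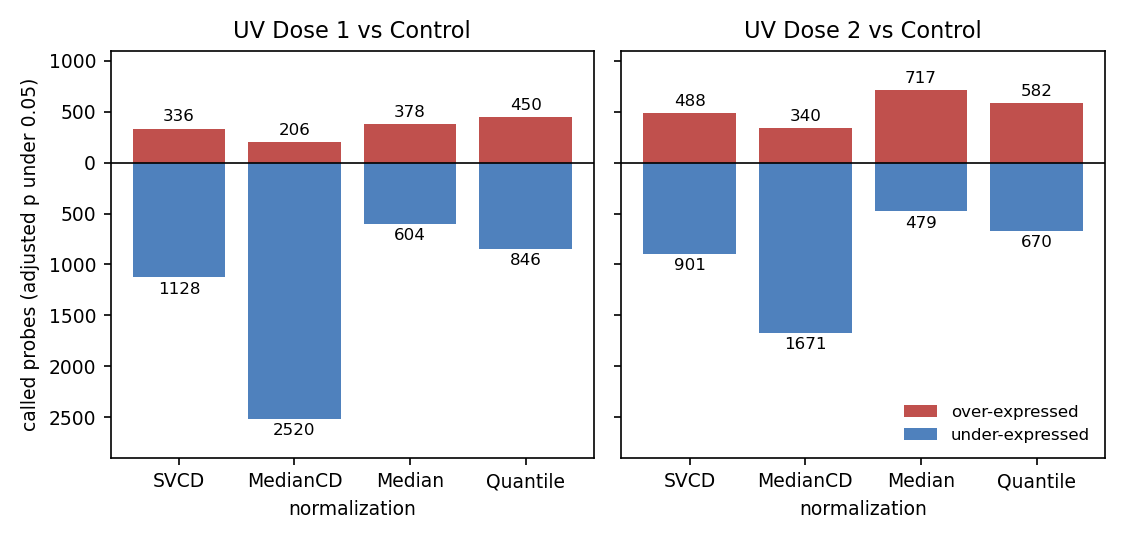
Differentially expressed probes against Control (limma, adjusted p under 0.05) for each UV dose and normalization, with over-expressed probes drawn upwards and under-expressed probes downwards from 0. For UV Dose 2, under-expressed probes outnumbered over-expressed ones after SVCD (901 against 488), MedianCD and Quantile normalization, and the order reversed after Median normalization (479 against 717).

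The files pair probe IDs with contig or read IDs and with no gene names, so probes are named here by those IDs. The largest rise passing the preset rule under UV Dose 1 was in GYUW2K402HSXGV, whose level was 14.46 ± 0.43 (SD, n = 3) against 10.47 ± 0.47 (SD, n = 3) in Control, a log2 change of 3.99 (SE 0.29, limma adjusted p 0.000484). It rose by 4.39 under UV Dose 2 (limma adjusted p 0.000291). GYUW2K402HFWBH rose next most, by 3.97 and 4.37, and differed from GYUW2K402HSXGV by at most 0.17 on any of the 9 arrays. The largest fall was in contig19694, from 14.67 ± 0.19 (SD, n = 3) in Control to 9.53 ± 0.63 (SD, n = 3) under UV Dose 1 and 8.66 ± 0.13 (SD, n = 3) under UV Dose 2. Its log2 changes were -5.14 (SE 0.30, limma adjusted p 0.000284) and -6.01 (SE 0.30, limma adjusted p 0.000178), or 35.3-fold and 64.5-fold lower. GYUW2K401C5ESY fell next most under UV Dose 1 and was not well above background on any of the 3 treated arrays, so its level there is only a bound, at least 19.1-fold lower than in Control (limma adjusted p 0.000321). By fitted change a different probe came next under UV Dose 2, at least 12.5-fold lower (limma adjusted p 0.000281). Neither of this pair of probes was well above background on any of the 6 UV arrays, so their order is not established at either dose. In each of these 5 probes the 3 treated arrays lay on the same side of all 3 Control arrays, as the rule for naming required. None of the 5 differed between the doses (limma adjusted p 1). With the slide as a fixed block the 4 probes named for UV Dose 2 kept their direction but no longer passed, the highest of their adjusted p values in limma being 0.200, while the 4 named for UV Dose 1 still passed.

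The difference between the doses was tested directly. limma called 0 probes between UV Dose 2 and UV Dose 1, with 989 (3.55%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.141. The methods' t-test also called 0 after adjustment, with 1491 (5.35%) at an unadjusted p under 0.05. Between 1 and 6 probes were called under 4 alternatives, the most with normexp background correction, and 1 was called when UV Dose 1 replicate 2 was left out.

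Both treatments were then compared across probes. Their log2 fold changes against Control correlated with a Pearson r of 0.816 and a Spearman rho of 0.790 across the 27856 probes, which are not independent replicates, and 81.1% of the probes had the same sign. Because both treatments were set against the same 3 Control arrays, unchanged groups were simulated against shared controls, 3 ways and 50 times each. With the same spread in each group and probes drawn independently, r averaged 0.499 (0.474 to 0.511), rho averaged 0.467 and 66.7% of the probes had the same sign. With each group's own spread, which was larger in Control, r averaged 0.647 (0.628 to 0.656), rho averaged 0.611 and 72.4% had the same sign. With whole arrays drawn from each group's own residuals, which keeps the deviations that probes share, r averaged 0.562 and ran from -0.109 to 0.982, and 15 of the 50 simulations gave an r at least as high as the observed one. The observed r was thus above every simulation with probes drawn independently, but not above what the residual arrays gave. With 3 arrays per group these residuals have few independent directions, so the last simulation may overstate how far probes deviate together. Whether shared controls alone account for the correlation is therefore not decided. There were 1028 probes called in both treatments, 56.3% of the 1825 called in either, and 1027 of them changed in the same direction. The simulations with probes drawn independently called at most 1 probe in both and at most 2 in either. Those with residual arrays called up to 2095 in both and up to 13043 in either, and 1 of the 50 reached 1028 in both. Leaving out the filter on dim probes lowered r most, to 0.706. With the slide as a random block 522 probes were called in both treatments, and with the slide as a fixed block 0 were, since that limma fit called 0 under UV Dose 2 (2170 at an unadjusted p under 0.05).

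**Figure D3:**
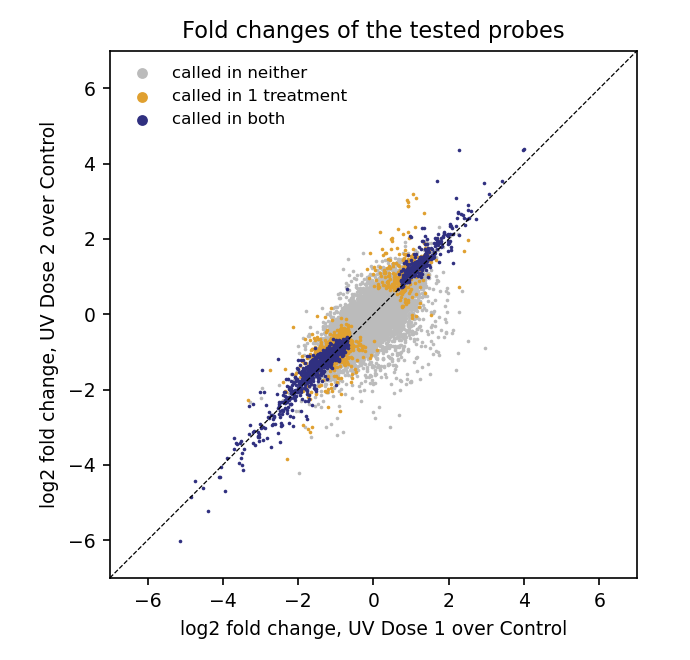
Log2 fold change against Control of each of the 27856 tested probes under UV Dose 1 (horizontal axis) and UV Dose 2 (vertical axis), coloured by whether the probe was called in neither treatment, in 1 or in both. The 1028 probes called in both lie near the dashed line of equal change, with 1 exception of opposite sign.

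As a single overall test, the limma F test over the 3 groups called 1245 probes, with 4785 at an unadjusted p under 0.05. The alternative that moved this count most was the slide as a fixed block, with 0 calls in limma and 3401 probes at an unadjusted p under 0.05.

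Detection was also compared, by the flag for a signal well above background and over the gene probes with no outlier flag, whether or not they passed the filter on signal quality. Between UV Dose 1 and Control, 46 probes were well above background on all 3 treated arrays and on no Control array, and 53 showed the opposite, 99 in all. For UV Dose 2 against Control these counts were 56 and 64, 120 in all, and for UV Dose 2 against UV Dose 1 they were 35 and 85, also 120 in all. Other splits of the same 6 arrays gave as many such probes in several cases, so that 5 of 10 splits, the real one included, reached the count for UV Dose 1, 5 of 10 for UV Dose 2 and 4 of 10 between the doses. By the flag for a positive and significant signal, 68 probes were detected under UV Dose 1 only and 40 in Control only, 89 under UV Dose 2 only and 39 in Control only, and 69 under UV Dose 2 only and 75 under UV Dose 1 only, totals of 108, 128 and 144. Against Control, the larger side of the counts thus reversed between the flags.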

Values the study reported

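The study kept 18,339 of 43,750 gene probes, those with good signal in all of its 153 samples, which came from 51 experimental conditions. For the UV exposures it gave total doses of 7511.6 and 8118.35 J/m². Over its 42 treatments, with the 2 normalizations it developed, the median absolute fold change of the differentially expressed genes exceeded 2-fold in more than 28 treatments (67%). In more than 30 treatments (71%), over 75% of the differentially expressed genes changed in the same direction.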

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

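The tests of contig13054 and of the probes detected on the 6 UV arrays were chosen after these results had been seen, while the counts of probes detected in 1 group of a pair were planned.

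The probe contig13054, singled out after its values were seen, was the exception among the 1028 probes called in both treatments, since its 3 UV Dose 1 arrays all lay below and its 3 UV Dose 2 arrays all lay above the Control arrays. Its level was 8.56 ± 0.12 (SD, n = 3) in Control, 7.86 ± 0.07 (SD, n = 3) under UV Dose 1 and 9.23 ± 0.15 (SD, n = 3) under UV Dose 2. The log2 changes against Control were -0.70 (limma adjusted p 0.0402) and 0.67 (limma adjusted p 0.0493). The difference between the doses was 1.37 (SE 0.16) and did not pass after adjustment (limma adjusted p 0.211). Over the alternatives that adjusted p ran from 0.0254 to 1.00, and the difference was called in 2 of 29 settings, with normexp background correction and with the trended and robust prior. The calls against Control depended on the processing. Of the 7 other scalings, 0 called the probe in both treatments. MedianCD normalization called the fall under UV Dose 1 and Median normalization the rise under UV Dose 2, and the other 5 called neither. The signs stayed, with UV Dose 1 between -0.95 and -0.55 and UV Dose 2 between 0.48 and 0.84. Scalings that differ this little could hardly turn them. With SVCD normalization, at least 1 of the calls was also lost whichever array was left out. The same held with the methods' t-test (adjusted p 0.0646 and 0.0988), the 6 arrays, either slide block and no filter on dim probes. Both calls stayed with normexp, the stricter filter, outlier flags ignored, the replicate block, the trended and robust prior and the 1.5-fold minimum. Chance among the many probes tested stays open, because the test of the difference did not pass (0.211). Simulations of unchanged groups with shared controls called at most 1 probe in both treatments where probes were drawn independently. Where whole residual arrays were drawn they called up to 2095, so the simulated calls do not settle this. The separation of the arrays does not decide it, although 24 probes had both treatments fully apart from Control in opposite directions. In 50 simulations of unchanged groups such probes averaged 32.04, with a highest of 46. Those simulations gave every group the same spread and drew probes independently. The Control arrays spread more than the UV arrays, so comparing 24 with 32.04 cannot show whether chance is the source. The slide cannot be told apart from the dose either, because 1 UV Dose 1 array is all that shares slide 4 with the UV Dose 2 arrays. That array lay 1.35 below them, which a slide effect would not give, but it is a single array. A response that changes direction with dose is the biological explanation that the design allows, and it was not tested further.

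By the flag for a signal well above background, which the main comparisons of expression levels do not use, 19 probes were detected on all 6 UV arrays and on none of the 3 Control arrays. Of these, 5 were on the tested list, where limma called 3 for UV Dose 1 and 2 for UV Dose 2. A count of this size does not stand out, since 11 of the 84 ways to choose 3 of the 9 arrays gave at least 19, with a highest of 223. The arrays differed in sensitivity, from 21285 probes well above background on Control replicate 2 to 31912 on Control replicate 3. The choices therefore mix chance with sensitivity and cannot show that chance accounts for the 19. Whether scatter around the detection limit gives such patterns is left open. UV Dose 2 and UV Dose 1, between which limma called 0 probes (989 at an unadjusted p under 0.05; 0 by the methods' t-test), differed in 120 probes detected on all 3 arrays of 1 group and none of the other, as many as or more than the 99 and 120 against Control. That pattern counts both directions over 6 arrays and is easier to meet than the one of the 19 probes, so it does not decide. The reverse pattern, all 3 Control arrays and no UV array, held for 29 probes, and 15 of the 84 choices gave as many. Single probes among the 19 could still respond to UV radiation, which these counts of 11 and 120 do not exclude. Without the filter on dim probes limma called 14 of the 19 for UV Dose 1 and 13 for UV Dose 2, but the probes had been picked for their difference on the same arrays, so these calls decide nothing.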

How the results depend on the processing

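Cyclic loess normalization, normexp on the median rather than the mean signal, and the slide as a block for results other than the counts of called probes in each comparison, and for the probes called in both treatments the methods' t-test, the 6 arrays, the trended and robust prior, the deposited table and the 1.5-fold minimum, were chosen after the data had been seen, and the rest were planned.

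For UV Dose 1 against Control, where 1464 probes were called, 10 of 19 alternatives stayed within 1.5 times that count. The others were MedianCD normalization with 2726, the 75th percentile with 947, no normalization with 898, the deposited table of the series with 900, spike-in scaling with 283, no filter on dim probes with 742, only the 6 arrays compared with 630, the methods' t-test with 150 (4404 at an unadjusted p under 0.05), and the slide as a fixed block with 22. For UV Dose 2 against Control, with 1389 calls, 13 of 19 stayed within that range. The others were spike-in scaling with 318, no filter with 721, the 6 arrays with 720, the methods' t-test with 268 (4588 unadjusted), the slide as a random block with 585 and as a fixed block with 0 in limma (2170 unadjusted). Fewer arrays enter by construction with the 6 arrays, and the fixed block takes no information from the Control arrays alone on slides 1 and 3. The t-test does not share the spread across probes. The deposited table was fitted without normalization between arrays and gave 900 and 1008 calls, close to the 898 and 1008 without normalization, so its rounding moved the counts little. For the other settings the cause was not tested.

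Between the doses, 0 calls in limma (989 at an unadjusted p under 0.05, and 0 by the methods' t-test) became 6 with normexp, 3 with the trended and robust prior, 1 with the stricter filter and 1 with the slide as a fixed block, and the other 15 alternatives gave 0. The cause was not tested. The F test, with 1245 calls, gave 1988 after MedianCD normalization, 285 after spike-in scaling, 815 without normalization, 628 without the filter, and 0 with the slide as a fixed block (3401 unadjusted).

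The median absolute fold change of the called probes moved from 2.36 for UV Dose 1 to 4.16 with spike-in scaling, 1.63 with normexp, 3.10 without the filter and 18.2 with the slide as a fixed block, and from 2.38 for UV Dose 2 to 4.31 with spike-in scaling, 1.63 with normexp and 3.27 without the filter. With normexp the added offset of 50 compresses changes of dim probes by construction. The balance kept its sign for UV Dose 1, between -0.85 and -0.15, under all 14 alternatives. For UV Dose 2 it reversed to 0.20 after Median normalization, and with the slide as a fixed block there was no call to compute it from. Median normalization sets the medians of all arrays equal, which shifts the changes of all probes upwards by the difference of the medians that SVCD normalization left.

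The difference in median expression level of UV Dose 1 from Control, -0.12, became -0.37 after MedianCD normalization, 0.0282 with the 75th percentile, 0.0137 with spike-in scaling and 0.15 without the filter. That of UV Dose 2, -0.17, became -0.36 after MedianCD normalization, 0 after both Median and Quantile normalization by construction, and 0.00422 without the filter. The 9461 no-variation genes became 5920 after MedianCD normalization and 5057 without the filter. The correlation of both treatments, 0.816, fell to 0.706 without the filter. The 1028 probes called in both became 1628 after MedianCD normalization, 230 with spike-in scaling, 532 without the filter, 522 and 0 with the slide as a random and as a fixed block, 459 with only the 6 arrays of each comparison and 77 with the methods' t-test. Without the filter, probes near the background enter, and the cause of the other shifts was not tested.

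Leaving out 1 array at a time gave 631 (without UV Dose 1 replicate 3) to 1047 calls for UV Dose 1, 452 (without UV Dose 2 replicate 3) to 1331 for UV Dose 2, 0 to 1 between the doses (1 without UV Dose 1 replicate 2) and 531 (without Control replicate 3) to 876 in the F test. The balance ran from -0.62 to -0.20 for UV Dose 1 and from -0.36 to 0.15 for UV Dose 2, where it reversed without Control replicate 1. The median absolute fold change ran from 2.58 to 3.27 and from 2.40 to 3.36, the difference in medians from -0.18 to -0.02 and from -0.24 to -0.06, the no-variation genes from 3242 (without UV Dose 2 replicate 1) to 21982 (without UV Dose 1 replicate 3), the correlation from 0.730 to 0.857 and the probes called in both from 394 (without UV Dose 2 replicate 3) to 705.

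With the replicate number as a block, 1813 probes were called for UV Dose 1, 1696 for UV Dose 2, 0 between the doses (1555 unadjusted) and 1322 in the F test, none of them over 1.5 times from the fit without it, and no named probe lost its call. The 8 results for named probes kept their direction in all 182 refits, and 178 of these passed. The 4 that did not were those of UV Dose 2 with the slide as a fixed block, with adjusted p up to 0.200 in limma. Ignoring outlier flags gave 1464 and 1391 calls, and a minimum of 1.5-fold removed 0 of either count, all called probes having changed by more. The totals of probes detected in 1 group only moved by less than 1.5 times with the other flag, but their parts moved further, from 56 and 64 to 89 and 39 for UV Dose 2 against Control and from 35 to 69 for those detected under UV Dose 2 and not UV Dose 1. The spike-in differences moved by less than 1 SD. The test of gene families was not run, since the files give no gene names. Signal over background limits the dim probes, since 1269 tested probes were not well above background on any array of at least 1 group.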

Other observations

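The tests in this part were chosen after the results they bear on had been seen.

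Whether chance in the grouping could give as many calls was examined with other splits of the arrays, each normalized anew. For UV Dose 1 against Control, 1 of the 10 splits of the 6 arrays, the real one, gave as many as 1464 calls, and the highest other gave 6, in the split that separates slide 2 from the rest. For UV Dose 2 against Control it was again 1 of 10, and the other 9 gave 0. With 10 splits chance cannot be excluded at the 0.05 level. Among the 4 splits that part all 3 same-numbered pairs, the real one was 1 of 4 in both comparisons, with 0 calls in the other 3. Between the doses, 10 of 10 splits gave 0 calls, so nothing can be excluded. For the F test, 2 of 100 partitions of the 9 arrays, drawn at random from the 280 possible with the real one included, gave as many as 1245 calls, so chance can be excluded as the source of that count. The other of these 2 gave 1718. It kept the 3 Control arrays together and mixed the UV arrays, as did 2 further partitions, the lowest of them with 1042, and the highest of the rest was 11. With the 6 UV arrays as a single group, 2380 probes were called against Control, 719 over-expressed and 1661 under-expressed. That count was reached in 1 of the 84 choices of 3 arrays, the highest other being 66, so chance can be excluded there.

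Slide and dose overlap in this design, since the UV Dose 2 arrays lie on slide 4 without a Control array. The slide alone is argued against as the source of the calls between UV and Control, because 98.3% of the 356 probes called from the other slides kept their direction on slide 2, where UV Dose 1 and Control were side by side. This test covers the direction of those probes and not the size of the changes, and it cannot separate the slide from UV Dose 2 for any single probe. A response to UV exposure shared by both doses is a hypothesis that goes with these values and with the 2380 calls of the pooled comparison. The correlation of 0.816 between the treatments is not counted in its favour, since the simulations differ on whether the shared Control arrays can give as much. In 15 of 50 simulations of unchanged groups, drawn from each group's own residual arrays, the correlation was as high. With 3 arrays per group these residuals have few independent directions, so that the simulation may overstate how far probes deviate together.

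Same-numbered arrays of different groups deviated together. Over the 9 pairs, the correlation of their deviations from the group means averaged 0.251. The slide is argued against as the whole cause, since the 7 pairs on different slides were all positive and averaged 0.239. A trend with expression level is argued against as well, because the average stayed at 0.234 after cyclic loess normalization. Chance in the numbering is not excluded, since 2 of the 36 possible numberings gave an average as high. A candidate explanation is that worms or RNA of 1 number were handled together, which the labels do not state and which was not tested.

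The Control arrays spread more than the UV arrays. The median SD over probes was 0.35 in Control, 0.28 under UV Dose 1 and 0.25 under UV Dose 2, and the ratio of Control to UV Dose 2 was 1.41. A trend with expression level is argued against as the whole cause, as the ratio was 1.38 after cyclic loess normalization. Noise near the background is argued against too, as the ratio was 1.51 among the brighter probes. The slide cannot be told apart from the group here, because the 3 Control arrays lay on 3 different slides and the 3 UV Dose 2 arrays shared a slide. The UV Dose 1 arrays that shared slide 2 differed by a median of 0.33. That lies between the 0.23 and 0.43 by which they differed from the array on slide 4, but these are 3 pairs of arrays. Control replicate 1 differed by 0.48 and 0.40 from Control replicates 2 and 3, which differed from each other by 0.32. The last value lies within the range of the UV Dose 1 pairs, though above the 0.24 to 0.31 of the UV Dose 2 pairs. The larger spread in Control than under UV Dose 1 thus rests largely on Control replicate 1. Less variable expression under UV radiation stays open as an untested explanation.

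Another probe singled out after its values were seen, contig08977, rose with dose. Its level was 5.29 ± 0.31 (SD, n = 3) in Control, 6.17 ± 0.27 (SD, n = 3) under UV Dose 1 and 8.33 ± 0.12 (SD, n = 3) under UV Dose 2. The log2 change was 0.89 for UV Dose 1 (limma adjusted p 0.0546) and 3.04 for UV Dose 2 (limma adjusted p 0.000365). The difference between the doses, 2.16, did not pass after adjustment (limma adjusted p 0.141). That adjusted p ran from 0.00959 to 1.00 over the alternatives, and the difference was called in 3 of 29 settings. No explanation was tested for it.

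After SVCD normalization, the share of over-expressed probes among the calls was highest in the brightest sixth of the tested probes, at 31.8% for UV Dose 1 and 52.7% for UV Dose 2. In the other sixths it lay between 18.4% and 25.3% for UV Dose 1, with no steady rise with level. For UV Dose 2 the share was 24.2%, 28.4%, 28.0%, 33.2% and 36.1% from the dimmest sixth up, a nearly steady rise with level. These shares were not computed after another normalization, and no explanation was tested.

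The number of gene probes that passed the filter on signal quality here was 27856. That is higher than the value quoted from the study above. The filter here covered 9 arrays.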
